A study of Mus musculus with 16 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

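Total RNA depleted of ribosomal RNA was sequenced from cultured mouse embryonic stem cells (ESCs). The labels put 16 libraries into 3 groups: 8 wildtype (WT) libraries, 4 libraries with a knockout of Dnmt1 (Dnmt1 KO) and 4 libraries with knockouts of both Dicer1 and Dnmt1 (Dicer/Dnmt1 KO). Each library carries a replicate number and a letter, A or B. The labels do not say what the letters stand for. The methods of the study describe stranded libraries read from both ends over 100 bases.

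The authors trimmed the reads with Trim Galore, aligned them to the mouse genome build NCBIM37 with TopHat and discarded alignments with a mapping quality under 20. They quantified genes with SeqMonk. The deposited values are, per the methods, the log2 of reads scaled to the library's total (log2 RPM), with 1 column for each library. The authors called changed genes with DESeq2 and with SeqMonk's intensity difference test. The deposited table holds 26127 genes under 26061 symbols, of which 59 symbols stand for more than 1 gene. A further 35 value columns belong to samples outside these 16 and were not used here. Apart from genes without reads, setting each column back to the linear scale gave whole reads for 100% of the values in each library. A gene without reads is written in the deposited values as 0.9 read.

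The recovered totals were 31.46 to 52.54 M reads per library, of which 13.9 to 25.44 M (44.2% to 48.7%) fell in the listed genes. At this depth 3 reads, the most that an observed count of 0 allows, correspond to 0.0571 to 0.0954 RPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Gene coordinates, biotypes and transcript lengths came from release M1 of the GENCODE mouse annotation, which uses the same build. It held 26127 of the 26127 genes (100%), and 26050 of them (99.7%) had identical coordinates. The length and exon number of a gene are those of its longest annotated transcript. Coordinates count from 1.

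Genes above 1 RPM (log2 RPM above 0) in at least 4 libraries were tested, which left 12892 genes. limma 3.58.1 in R 4.3.3 fitted a mean for each of the 3 groups to the deposited log2 RPM, with an intensity trend in the variance and no other covariate. Benjamini-Hochberg (BH) adjusted p-values under 0.05 over the tested genes were counted as changed. Every adjusted p-value of a gene below comes from this limma fit. limma was used on the log scale because the deposited unit is log2, so that tests which need raw counts could not be run on the values as deposited.

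A rule on the replicate unit was set before the data were examined, as were the comparisons, the gene lists, the rule for naming genes and every alternative not described below as added. Libraries A and B of a number were to be averaged if, in each group, they differed less than every pair of libraries with different numbers. The measure was the standard deviation (SD) of their log2 difference over the tested genes. In WT, 3 of the 4 pairs of the same number met this, with SDs of 0.251 to 0.29 beside a lowest value of 0.331 for different numbers. The pair WT 1A and WT 1B, with an SD of 0.359, did not. In Dnmt1 KO 2 of 2 pairs met it (0.247 to 0.261, beside 0.329), and in Dicer/Dnmt1 KO 2 of 2 (0.235 to 0.243, beside 0.304). Since 1 WT pair did not, each library entered as 1 replicate, and averaging became an alternative. Libraries of the same number are closer to each other than most other pairs, so the SEs and p-values of the 16-library fit treat as independent what may be partly shared.

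The genes named are Dnmt1, Dicer1, Xlr3a, Mirg and Rian, which the study names, and for each comparison the 3 genes that rose most and the 3 that fell most. The latter needed an adjusted p-value under 0.05, a mean of at least 2 RPM (log2 RPM of 1), every library of a group above every library of the other, and a symbol not of a predicted gene or small RNA. Genes already named in a comparison were not repeated, which left 19 genes. There were 10 gene lists: pluripotency, imprinted, germline, interferon response, miR-290 family targets, 2-cell-like, Y-linked and feeder fibroblast genes, and the study's own supplementary lists of genes for Dnmt1 KO and Dicer KO. The study does not state whether its lists were chosen on these libraries, so counts from them may not be independent evidence. Lists were tested with limma's fry and with camera at an estimated correlation, BH adjusted over 30 results (10 lists in 3 comparisons). Single measures of the libraries were compared with two-sided exact permutation tests.

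The correlation across genes of the changes in the 2 knockouts was set beside 1000 simulations of unchanged groups that share the WT libraries. Each simulated library was a random combination of the 16 libraries' residuals. An earlier form of the simulation reordered the residuals themselves. It was replaced after its output had been seen, because residuals sum to 0 within a group and so could not stand for independent libraries. The observed correlation lies on different sides of the 95th percentile under the 2 forms, and both are given below. After the results had been seen, each alternative was also set beside a simulation of its own design, with the residuals of its own fit.

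The alternatives were averaging A and B, an estimated correlation between them, the replicate number as a block in the fit, the libraries of a single letter, subsets of the WT numbers, median centring, quantile normalization, pseudocounts of 1 and 0.1 RPM, no filter and a filter at 4 RPM (log2 RPM of 2). Further ones were no variance trend, a robust prior, a fit of only the 2 groups compared, a minimum change of 2-fold, and leaving out each library in turn. After the data had been seen, 3 alternatives were added: WT numbers 1 to 3 only, removal of a lowess trend (span 0.3) over transcript length from each library, and limma's voom on the recovered reads. The closing section gives their effect.

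The fit was tested on simulated data before use. Reads for 12892 genes were drawn from the libraries' own means and totals, with 200 genes changed. The fit called 95% of the genes changed 2-fold, 100% of those changed 4-fold and 5 unchanged genes, and called 0 genes when none was changed. With an added dependence on transcript length it called 2252 unchanged genes, and 6 once the trend had been removed. Of 200 lists of 40 unchanged genes, 8 had a fry p-value under 0.05. The simulated libraries and genes were independent, with the same dispersion (variance beyond counting error) of 0.03 for each gene. These rates therefore do not cover libraries that share part of their spread, as A and B may, or genes that vary together. A search over all hexamers in the 3' untranslated regions (3' UTRs) of 11917 genes placed a planted hexamer at rank 1. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.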

Results

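RNA abundance of genes was measured in 16 libraries of mouse ESCs that the labels place in the E14 background. The methods of the study name a different background for the parent of its knockout lines, so the origin of the cells is uncertain. There were 8 WT, 4 Dnmt1 KO and 4 Dicer/Dnmt1 KO libraries. Dnmt1 encodes the enzyme that maintains DNA methylation when cells divide, and Dicer1 the enzyme that makes microRNAs and other small RNAs from double-stranded precursors. The WT libraries held 31.5 to 52.5 M reads, the Dnmt1 KO libraries 32.9 to 41.6 M and the Dicer/Dnmt1 KO libraries 31.5 to 38.3 M. Values are log2 RPM as deposited, given as mean ± SD over libraries. The 10 genes with most reads took 4.96% to 6.20% of the gene reads of a library. Genes of ribosomal proteins took 10.1% in WT 4A and 10.6% in WT 4B, beside 5.18% to 8.36% in the other libraries. The labels give no sequencing date or batch other than the replicate number and letter.

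The targeted genes were compared first, since they show whether the RNA follows the labels. Dnmt1 (ENSMUSG00000004099, chromosome 9, 20711650 to 20757317 on NCBIM37, minus strand, 39 exons) measured 7.06 ± 0.89 in WT (n = 8), 4.40 ± 0.19 in Dnmt1 KO (n = 4) and 4.57 ± 0.07 in Dicer/Dnmt1 KO (n = 4). Its log2 fold change by limma was -2.66 (SE 0.35, BH adjusted p = 1.18e-05) in Dnmt1 KO and -2.49 (SE 0.35, adjusted p = 1.06e-05) in Dicer/Dnmt1 KO against WT, with all 4 libraries of each knockout below the WT mean. The choice of WT libraries moved these most: against WT numbers 1 and 2 only they were -3.19 and -3.02, and against WT numbers 3 and 4 only -2.13 and -1.95. The WT libraries were not alike: Dnmt1 was 5.69 in WT 4A and 5.55 in WT 4B, while WT numbers 1 to 3 had a mean of 7.54 and an SD of 0.10. Between the knockouts Dnmt1 differed by 0.17 (SE 0.40, limma BH adjusted p = 0.766), which is not larger than the spread. Dicer1 (ENSMUSG00000041415, chromosome 12, 105925952 to 105990162, minus strand, 27 exons) measured 5.27 ± 0.40 in WT (n = 8), 5.46 ± 0.19 in Dnmt1 KO (n = 4) and 3.87 ± 0.16 in Dicer/Dnmt1 KO (n = 4). In Dicer/Dnmt1 KO its log2 fold change was -1.40 against WT (SE 0.17, limma BH adjusted p = 2.81e-06) and -1.59 against Dnmt1 KO (SE 0.20, adjusted p = 1.48e-05), in 4 of 4 libraries each. Dicer1 in Dnmt1 KO differed from WT by 0.19 (SE 0.17, limma BH adjusted p = 0.393), a difference whose sign depends on which WT libraries are used. It was -0.07 with WT numbers 1 and 2 only and 0.46 (adjusted p = 0.033) with WT numbers 3 and 4 only. Over the alternatives its adjusted p-value lay between 0.033 and 0.968. With the trend over transcript length removed, the difference was 0.02. The changes of Dicer1 in Dicer/Dnmt1 KO were then larger, at -1.9 against WT and -1.92 against Dnmt1 KO. The values are sums over a gene, so reads of a deleted exon cannot be told from reads of the others here.

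**Figure D1:**
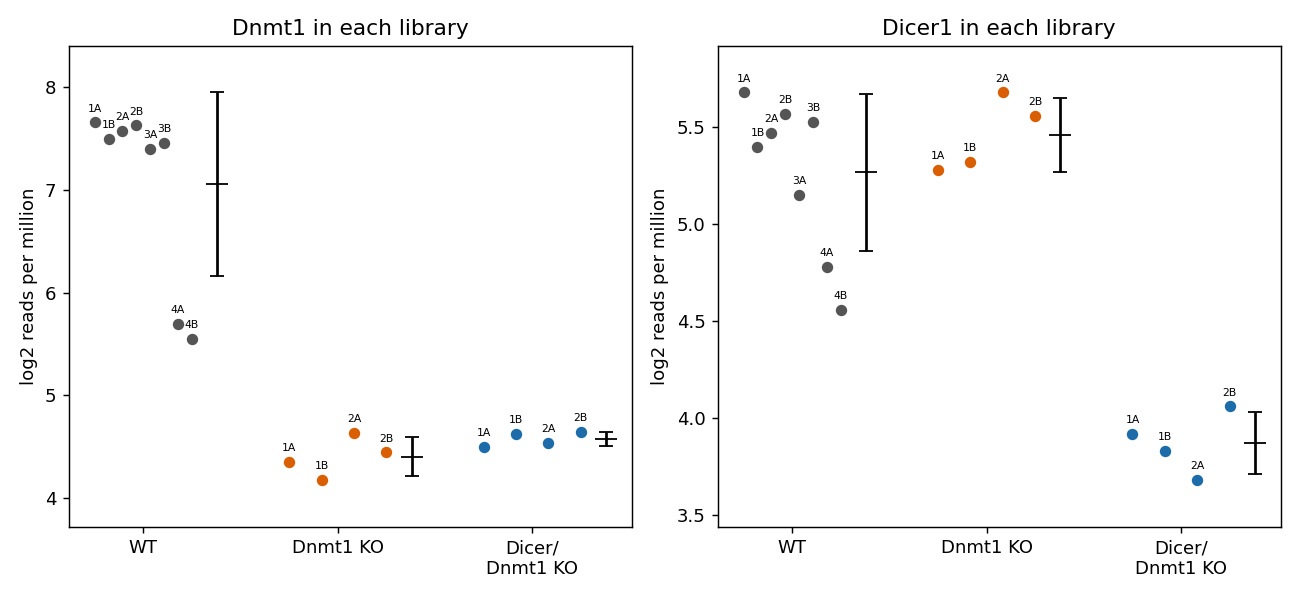
Log2 RPM of Dnmt1 and Dicer1 (y axis) in each of the 16 libraries, labelled by replicate number and letter; bars give the mean and SD of each group. Dnmt1 in WT 4A (5.69) and WT 4B (5.55) lies between the other WT libraries and the knockouts, and Dicer1 is lowest in the 4 Dicer/Dnmt1 KO libraries.

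Dnmt1 KO was compared with WT to ask which transcripts change when maintenance of DNA methylation is lost. Of 12892 tested genes, 5289 changed (limma, BH adjusted), 3030 upward and 2259 downward. Replicate handling moved this count most among the alternatives that kept the threshold alone: 2288 genes with A and B averaged, 1833 with the letter A libraries only and 1610 with the letter B libraries only. A minimum change of 2-fold left 901 genes, 653 higher and 248 lower. The share of higher genes was 57.3% on the deposited scale and 46.3% after quantile normalization (2506 higher, 2907 lower), so the excess of increases depends on the scaling. Neither median centring nor quantile normalization moved the median log2 fold change of the tested genes by more than 0.1.

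Among the named genes, those that rose most lie in a pair of regions. On chromosome 12 these were Meg3 (ENSMUSG00000021268, 110779211 to 110809936), Rian (ENSMUSG00000091793, 110842155 to 110899919) and Mirg (ENSMUSG00000091158, 110973191 to 110987665), all annotated as lincRNA on the plus strand. Rian rose from 1.38 ± 0.27 in WT (n = 8) to 6.37 ± 0.06 in Dnmt1 KO (n = 4), a limma log2 fold change of 4.99 (SE 0.12, BH adjusted p = 5.45e-15). Meg3 rose by 4.99 (SE 0.25, limma BH adjusted p = 1.51e-10), from -0.70 ± 0.59 to 4.28 ± 0.30. Mirg was near the floor in WT, with at most 7 reads in a library, and rose by 6.90 (SE 0.51, limma BH adjusted p = 1.58e-08). A fitted change of a gene so close to 0 depends on the value written for 0 reads: with a pseudocount of 1 RPM the change of Mirg was 2.70. On the X chromosome, Xlr3a (ENSMUSG00000057836, 70331632 to 70342434, minus strand, 7 exons) rose by 6.08 (SE 0.66, limma BH adjusted p = 1.43e-06) and by 2.19 with that pseudocount, with at most 10 reads in a WT library. Xlr3a has close paralogs, and the authors' mapping quality filter discards reads that align to several of them, so its level is uncertain. Pnma5 (ENSMUSG00000050424, 70279327 to 70282442, minus strand, 1 exon) rose by 4.45 (SE 0.40, limma BH adjusted p = 1.38e-07). The genes that fell most besides Dnmt1 were Pdzk1 (ENSMUSG00000038298, chromosome 3, 96633207 to 96674849) at -2.58 (SE 0.20, limma BH adjusted p = 2.19e-08) and Slc39a8 (ENSMUSG00000053897, chromosome 3, 135488243 to 135551536) at -2.30 (SE 0.29, adjusted p = 6.75e-06). Each of these genes changed in the same direction in 4 of 4 Dnmt1 KO libraries.

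Dicer/Dnmt1 KO was compared with WT to ask what changes when both genes are lost. By limma 7985 genes changed (BH adjusted), 4108 upward and 3877 downward. The count was 5134 with A and B averaged (2782 higher, 2352 lower) and 1650 with a minimum change of 2-fold (1221 higher, 429 lower). The balance depends on the scaling: 3606 genes were higher and 4532 lower after quantile normalization, and 3663 and 4462 after median centring. Rian, Meg3, Mirg and Xlr3a were higher again, with log2 fold changes of 4.88, 5.17, 6.95 and 5.13, in 4 of 4 libraries each. Their limma BH adjusted p-values were 8.22e-15, 4.24e-11, 5.82e-09 and 4.18e-06. Smtnl1 (ENSMUSG00000027077, chromosome 2, 84651333 to 84662809, minus strand, 8 exons) rose from -0.63 ± 0.53 in WT (n = 8) to 3.41 ± 0.11 (n = 4), by 4.04 in limma (SE 0.23, BH adjusted p = 1.58e-10). In Dnmt1 KO it measured 3.22 ± 0.15. The genes that fell most were Otx2 (ENSMUSG00000021848, chromosome 14, 49277354 to 49287319, minus strand, 4 exons), Crym (ENSMUSG00000030905, chromosome 7, 127329894 to 127345625) and Ltb (ENSMUSG00000024399, chromosome 17, 35331384 to 35333265). Otx2 went from 3.83 ± 0.39 in WT (n = 8) to 0.14 ± 0.21 (n = 4), with a limma log2 fold change of -3.69 (SE 0.18, BH adjusted p = 5.20e-11), and stood at 1.58 ± 0.23 in Dnmt1 KO (n = 4). Crym and Ltb had log2 fold changes of -3.26 (SE 0.21) and -3.17 (SE 0.37), with limma BH adjusted p-values of 7.64e-10 and 1.36e-06. All 4 knockout libraries lay below the WT mean for these 3 genes.

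Dicer/Dnmt1 KO was compared with Dnmt1 KO to ask what the loss of Dicer1 adds to the loss of Dnmt1. By limma 4682 genes changed (BH adjusted), 2184 upward and 2498 downward. The count was 1225 with A and B averaged (681 higher, 544 lower), 951 with the letter A libraries only (541 and 410) and 667 with the letter B libraries only (400 and 267). A minimum change of 2-fold left 589 (382 and 207). The excess of lower genes was thus reversed in these settings. Msln (ENSMUSG00000063011, chromosome 17, 25885559 to 25891272, minus strand, 16 exons) rose from 2.74 ± 0.14 to 5.51 ± 0.18 (n = 4 each), a limma log2 fold change of 2.77 (SE 0.15, BH adjusted p = 4.09e-09). Gad1 (ENSMUSG00000070880, chromosome 2, 70391129 to 70440071) rose by 2.40 (SE 0.20, limma BH adjusted p = 1.62e-07). Klf2 (ENSMUSG00000055148, chromosome 8, 74842932 to 74845555) rose by 2.38 (SE 0.29, limma BH adjusted p = 9.93e-06), from 3.07 ± 0.08 to 5.45 ± 0.11, and measured 2.47 ± 0.63 in WT. The genes that fell most were Fgf5 (ENSMUSG00000029337, chromosome 5, 98683203 to 98706049) at -2.16 (SE 0.37), Slc6a14 (ENSMUSG00000031089, chromosome X, 21292022 to 21319481) at -2.05 (SE 0.33) and the histone gene Hist1h2aa (ENSMUSG00000060081, chromosome 13, 24026331 to 24026720, 1 exon) at -1.89 (SE 0.29). Their limma BH adjusted p-values were 0.000238, 0.000136 and 0.000108. Hist1h2aa no longer passed with the letter B libraries only, at -1.70 (adjusted p = 0.0572), in a range of 1.08e-06 to 0.0572 over its alternatives. Each of these 6 genes moved in the same direction in 4 of 4 libraries. Rian, Mirg and Xlr3a differed between the knockouts by -0.11, 0.04 and -0.95, with limma BH adjusted p-values of 0.553, 0.961 and 0.344. For Xlr3a the call depends on the setting: it passed with a pseudocount of 1 RPM (-0.70) and in a fit of only the 2 groups (-0.95). Its lowest adjusted p-value was 9.12e-05, and it passed under no other alternative. The main fit pools the spread of the 3 groups. The SD of Xlr3a was 1.64 in WT, near the floor, beside 0.19 in Dnmt1 KO and 0.22 in Dicer/Dnmt1 KO. The limma BH adjusted p-value of 0.344 thus weighs mostly the WT spread. Xlr3a measured 1.85 to 2.26 in Dnmt1 KO and 0.85 to 1.34 in Dicer/Dnmt1 KO, without overlap.

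The log2 fold changes of Dicer/Dnmt1 KO rose with transcript length across genes, which are not independent replicates. Spearman's rho of the change with length was 0.35 against Dnmt1 KO, 0.36 against WT, and 0.14 for Dnmt1 KO against WT, over 12892 genes with a length. Against Dnmt1 KO the median change was -0.29 for 759 genes under 1 kb and 0.30 for 611 genes over 8 kb. The correlation of each library's deviation with length was 0.29 to 0.36 in the 4 Dicer/Dnmt1 KO libraries, -0.38 to 0.10 in Dnmt1 KO and -0.49 to 0.13 in WT. An exact permutation test between the knockouts gave p = 0.0286 (two-sided, n = 4 and n = 4; BH adjusted over 3 comparisons 0.0429), the smallest this design allows. The values of libraries of the same number differed by little in the knockouts (-0.38 and -0.30, 0.10 and 0.04, 0.36 and 0.35, 0.29 and 0.32) but not always in WT (0.13 in WT 1A, -0.18 in WT 1B). With A and B averaged the exact p was 0.333, which is the smallest possible with 2 values in each group. For Dicer/Dnmt1 KO against WT the exact p was 0.00202 (BH adjusted 0.00606), or 0.0667 when averaged, and for Dnmt1 KO against WT it was 0.644 (BH adjusted 0.644). With the length trend removed from each library, an alternative added after the data had been seen, 4836 genes changed between the knockouts, of which 3901 were among the 4682.

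**Figure D2:**
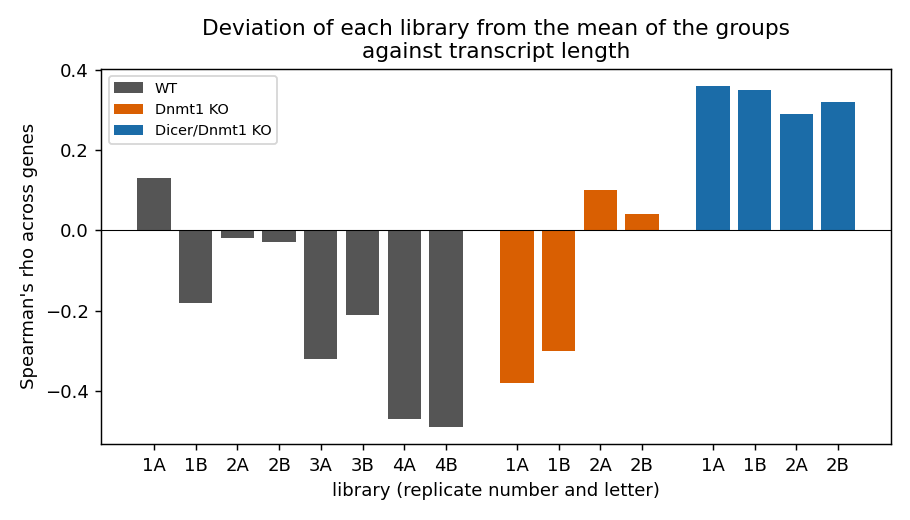
Spearman's rho across genes (y axis) between transcript length and each library's deviation from the mean of the 3 group means; each bar is a library (x axis), coloured by group. The 4 Dicer/Dnmt1 KO libraries lie at 0.29 to 0.36, above the 12 others, and libraries of the same number lie close together in the knockouts, while WT 1A (0.13) and WT 1B (-0.18) lie apart.

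Changes of the 2 knockouts against WT were compared across genes to ask how far they are shared. Pearson's r was 0.792 and Spearman's rho 0.661 over 12892 genes. Both sets of changes use the same WT libraries, which alone produces a correlation: unchanged groups simulated against shared WT libraries gave a median r of 0.395 and a 95th percentile of 0.821. The observed r lay at the 92.5th percentile of these simulations, below the 95th. Simulated values reached 0.958, so a high r separates little here. Pearson's r also ignores the size of the changes. The simulation therefore cannot show how much of the observed r comes from the shared controls. Under the earlier form of the simulation, with reordered residuals, the 95th percentile was 0.761, and the observed r lay above it. With no WT library shared, r was 0.573 when Dnmt1 KO was set against WT numbers 1 and 2 and 0.804 when it was set against WT numbers 3 and 4, beside a simulated 95th percentile of 0.675. The value of 0.573 was the lowest of all alternatives. By limma 3923 genes changed in both comparisons (BH adjusted), 3638 in the same direction and 285 in opposite directions. With A and B averaged there were 1642 such genes, 25 of them in opposite directions.

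**Figure D3:**
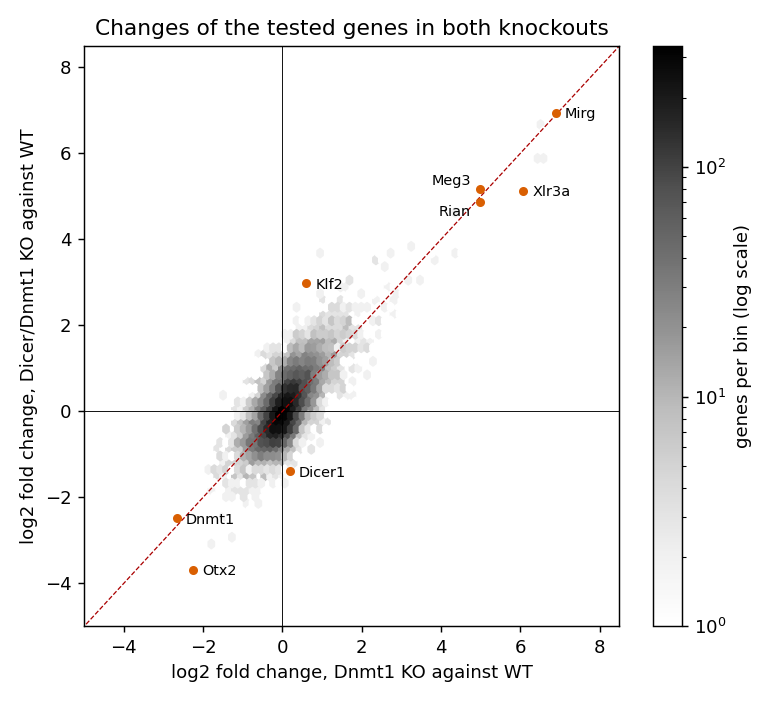
Log2 fold change against WT in Dnmt1 KO (x axis) and Dicer/Dnmt1 KO (y axis); grey bins count the 12892 tested genes on a log scale, orange points mark named genes and the dashed line marks equal change. Rian (4.99 and 4.88) and Meg3 (4.99 and 5.17) lie near the line, and Dicer1 (0.19 and -1.40) lies below it.

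The gene lists were tested in each comparison. Of the 30 results, fry gave a BH adjusted p-value under 0.05 in 24, camera at its estimated correlation in 10, and both in the same 10. The results that passed both were those of the imprinted, 2-cell-like, Y-linked and study Dnmt1 KO lists in each knockout against WT, and of the miR-290 family targets in Dicer/Dnmt1 KO against WT and against Dnmt1 KO. The setting that moved a median most was the pseudocount of 1 RPM, under which the median of the Y-linked list in Dnmt1 KO went from 5.47 to 2.26.

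The miR-290 family is a group of microRNAs abundant in ESCs. Its 10 listed targets had a median log2 fold change of 0.80 in Dicer/Dnmt1 KO against Dnmt1 KO, with 10 of 10 above 0. By limma 9 were higher over all genes tested and 10 adjusted over the list alone (BH). With A and B averaged 7 were higher. The adjusted p-value was 9.67e-10 by fry and 0.00421 by camera. Against WT their median was 1.05 in Dicer/Dnmt1 KO (10 higher, and 10 adjusted over the list alone; camera 0.0132) and 0.08 in Dnmt1 KO (3 higher and 1 lower, the same adjusted over the list alone; camera 0.644). The list includes the paralogs Lefty1 and Lefty2, and 2 of its genes also stand in the study's Dnmt1 KO list.

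In Dnmt1 KO against WT, the 30 imprinted genes tested had a median of 0.94, with 20 higher and 1 lower (21 and 2 adjusted over the list alone; limma, BH), and a camera adjusted p-value of 0.00661. In Dicer/Dnmt1 KO against WT the median was 0.84, with 22 higher and 4 lower by either adjustment (camera 0.0381), and between the knockouts it was -0.03 (3 higher, 5 lower; 3 and 3 adjusted over the list alone). That last total of 8 fell to 5 without Dnmt1 KO 2B. All 6 of the 2-cell-like genes tested, which mark a rare state of cultured ESCs, were higher in both knockouts against WT by either adjustment. Their medians were 4.95 in Dnmt1 KO and 4.55 in Dicer/Dnmt1 KO, with camera adjusted p-values of 0.00164 and 0.00509. The Zscan4 genes among them were near the floor in WT, so the sizes depend on the setting: the medians were 1.92 and 1.73 with a pseudocount of 1 RPM, and 3.92 and 3.45 after quantile normalization. Between the knockouts the median was -0.08 with 0 genes called by either adjustment, 1 at an unadjusted p under 0.05, and a fry adjusted p-value of 0.0489, and 1 gene was called without WT 2A or without Dicer/Dnmt1 KO 2B. Of these genes 3 belong to the Zscan4 family, whose members share sequence, and the same 3 stand in the study's Dnmt1 KO list. The 4 Y-linked genes tested were higher in both knockouts by either adjustment, with medians of 5.47 and 5.12. For 1 of them, Usp9y, the WT libraries held 0 reads. With that gene at its lower bound, the median was 5.17 in Dnmt1 KO and 5 in Dicer/Dnmt1 KO. Without the bound, the camera adjusted p-values were 0.00509 and 0.0167. Between the knockouts the median was -0.46, with 1 gene lower by either adjustment (0 without Dicer/Dnmt1 KO 1B) and a camera adjusted p-value of 0.529. All 4 stand in the study's Dnmt1 KO list.

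Of 13 germline genes tested, 10 were higher and 2 lower in Dnmt1 KO against WT by either adjustment, with a median of 2.15 (fry 4.55e-07, camera 0.143). Their median was 0.97 in Dicer/Dnmt1 KO against WT (8 higher, 4 lower by either adjustment; camera 0.644). Between the knockouts it was -0.78, with 1 higher and 9 lower (1 and 10 adjusted over the list alone; fry 0.000218, camera 0.184), and the total of 10 fell to 6 without Dnmt1 KO 1A or without Dnmt1 KO 1B. The 14 feeder fibroblast genes tested had medians of 0.89, 1.16 and 0.22 in the 3 comparisons. In Dnmt1 KO 10 were higher and 1 lower by either adjustment, in Dicer/Dnmt1 KO 11 higher and 1 lower (12 and 1 adjusted over the list alone), and between the knockouts 0 by either adjustment (2 at an unadjusted p under 0.05; 1 without WT 4B or without Dicer/Dnmt1 KO 2B). Their camera adjusted p-values were 0.287, 0.287 and 0.644. The 11 pluripotency genes had medians of -0.18, 0.12 and 0.34. They counted 3 lower in Dnmt1 KO (3 adjusted over the list alone), 3 higher in Dicer/Dnmt1 KO (2 adjusted over the list alone) and 5 higher between the knockouts (5 adjusted over the list alone), Klf2 among them. The count of 3 in Dicer/Dnmt1 KO was 2 without WT 4A, Dicer/Dnmt1 KO 1A or Dicer/Dnmt1 KO 1B. Camera gave 0.644, 0.644 and 0.287. Only 4 of 12 interferon response genes were abundant enough to test. Their medians were -0.18, -0.11 and 0.36, with 1 higher and 2 lower (2 and 2 adjusted over the list alone), 2 higher and 2 lower by either adjustment, and 2 higher by either adjustment. Camera gave 0.644, 0.853 and 0.388.

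The study's Dnmt1 KO list, of which 194 genes were tested, had a median of 1.01 in Dnmt1 KO against WT, with 153 higher and 18 lower (154 and 18 adjusted over the list alone; limma, BH). In Dicer/Dnmt1 KO against WT it was 1.20 (153 higher, 20 lower by either adjustment) and between the knockouts 0.05 (44 higher, 26 lower by either adjustment). Camera gave 0.000928, 0.00164 and 0.644. For the study's Dicer KO list, with 107 genes tested, the medians were 0.87, 1.01 and 0.14, and camera gave 0.0989, 0.104 and 0.644. Higher and lower genes numbered 76 and 7 (78 and 10 adjusted over the list alone), 84 and 9 by either adjustment, and 19 and 7 (19 and 6 adjusted over the list alone). With A and B averaged, counts between the knockouts fell most. There 0 imprinted genes were higher and 2 lower, 0 germline genes higher and 4 lower, and 0 interferon response genes were called (2 at an unadjusted p under 0.05). The pluripotency list kept 3 higher, and the Y-linked list kept 0 (1 at an unadjusted p under 0.05). The study's Dnmt1 KO list kept 17 higher and 9 lower, and its Dicer KO list 10 and 3. Against WT, averaging left higher and lower genes of 18 and 1 (imprinted), 9 and 2 (germline), 8 and 0 (feeder fibroblast), 0 and 2 (pluripotency), 0 and 1 (interferon response), 1 and 0 (miR-290 family targets), 135 and 12 (study Dnmt1 KO) and 61 and 3 (study Dicer KO) in Dnmt1 KO. In Dicer/Dnmt1 KO they were 20 and 1, 6 and 4, 11 and 1, 2 and 0, 2 and 2, 9 and 0, 139 and 18, and 72 and 7 in the same order. The 2-cell-like and Y-linked genes kept all their calls against WT. If the study chose these lists on these libraries, the counts adjusted over the list alone are not independent evidence.

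**Figure D4:**
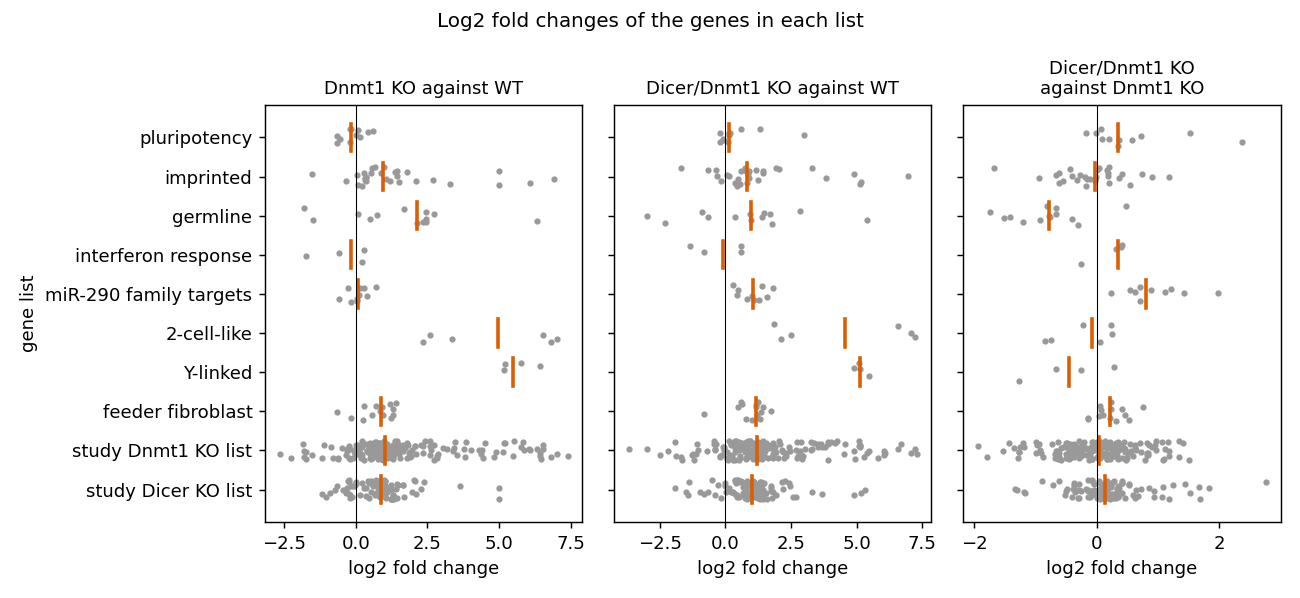
Log2 fold changes (x axis) of the tested genes of each list (y axis) in the 3 comparisons; each point is a gene, and the bar is the list's median. The medians of the 2-cell-like (4.95 and 4.55) and Y-linked (5.47 and 5.12) lists against WT are the highest, and that of the miR-290 family targets is 0.80 between the knockouts.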

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

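Both tests in this part were chosen only after the result was seen. Values of the named genes and measures of the libraries were examined in 69 groups of libraries for a value far from the rest of its group. There were 2 such values, while chance alone gives about 1 in 20 groups, or 3.5, so they form no pattern.

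Xlr3a measured 2.26 log2 RPM in Dnmt1 KO 1A, above 1.85 to 1.92 in the other Dnmt1 KO libraries. The library held 157 reads of the gene, where the group's mean level predicts 129. An exact binomial test of these reads against those of the other libraries gave p = 0.00681. The library was picked as the farthest of its group, and only 1 library is concerned, so counting error and a real difference of this library cannot be told apart. Reads shared between Xlr3a and its paralogs were not tested. No group in the design separates this library from the others, so no biological explanation was tested. The change of Xlr3a against WT kept its direction and its side of the threshold in each fit that left out 1 library.

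Hist1h2aa measured 0.53 log2 RPM in Dicer/Dnmt1 KO 1B, below 0.78 to 0.83 in the other Dicer/Dnmt1 KO libraries. The library held 46 reads where the group's mean level predicts 53.2, and the exact binomial test gave p = 0.275. Counting error of so few reads may therefore account for the value. No biological explanation was tested, since the design sets this library apart in no way.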

How the results depend on the processing

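Splits of the libraries were a test planned before the results were seen. For Dnmt1 KO against WT, 1 of 100 splits of the 12 libraries into groups of these sizes called as many genes, the real split itself, and the next highest called 2763. For Dicer/Dnmt1 KO against WT it was also 1 of 100, with 5683 genes for WT numbers 3 and 4 against the rest. For Dicer/Dnmt1 KO against Dnmt1 KO it was 1 of 35, and the other splits called 0 genes. Added after the results had been seen, splits that keep libraries of the same number together gave 1 of 15, 1 of 15 and 1 of 3 as large, and 3 splits cannot give a small share. In Dnmt1 KO against WT, WT numbers 3 and 4 against the rest called 3483 genes, a split that mixes WT numbers 1 and 2 with the knockout libraries.

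The counts of changed genes stayed within 1.5 times their value in 46 of 60 values under 20 alternatives. A 2-fold minimum moved them most, by its construction, to 901, 1650 and 589 genes in the order Dnmt1 KO against WT, Dicer/Dnmt1 KO against WT and Dicer/Dnmt1 KO against Dnmt1 KO. Among the others the replicate unit moved them most. In the same order, averaging A and B gave 2288, 5134 and 1225 genes. The letter A libraries only gave 1833, 4002 and 951, and the letter B libraries only 1610, 4813 and 667. An estimated correlation of A and B gave 2723 in Dnmt1 KO against WT and 2109 between the knockouts. The fit with an estimated correlation kept all 16 libraries, so its lower counts come from allowing for what A and B share. The counts and p-values of the main fit therefore overstate the evidence to the extent that A and B are not independent. The fits with A and B averaged or with a single letter also hold fewer replicates. Leaving out 1 library gave 4054 to 5624, 7109 to 8368 and 3690 to 5194 genes across 16 fits each. With A and B averaged, 2287 of the 2288 and 1224 of the 1225 genes were among those of the 16-library fit. The alternatives added after seeing the data gave 5794, 7884 and 5780 genes with WT numbers 1 to 3, 5899, 7783 and 4836 with the length trend removed, and 5319, 8000 and 4715 with voom.

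The replicate number as a block gave 6541, 7828 and 6690 genes. Whether the numbers pair libraries across groups was checked by correlating each library's deviation with that of the same number and letter in another group. The 12 correlations ran from -0.26 to 0.34, with 4 above 0.1. They were -0.26 to 0.22 between WT and Dnmt1 KO and -0.22 to -0.03 between the knockouts, so the numbers do not pair these groups. Between WT and Dicer/Dnmt1 KO they were 0.34 (1A), 0 (1B), 0.26 (2A) and 0.25 (2B), so a pairing of these groups stays open.

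Of the targeted genes, Dnmt1 kept its direction and side of the threshold in each comparison under each alternative, as did Dicer1 in Dicer/Dnmt1 KO. Dicer1 in Dnmt1 KO against WT (0.19) reversed to -0.07 with the replicate number as a block, to -0.07 with WT numbers 1 and 2 only and to -0.01 with WT numbers 1 to 3, and passed at 0.46 with WT numbers 3 and 4 only (limma BH adjusted p = 0.033, in a range of 0.033 to 0.968). With the length trend removed it was 0.02. Dicer1 has a long transcript (9851 bases). The length correlations were -0.49 to -0.21 in WT numbers 3 and 4, beside -0.18 to 0.13 in WT numbers 1 and 2. The length trend may thus contribute to the dependence on the WT libraries, which was not tested for each subset. Leaving out 1 library gave 0.09 to 0.25.

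Of the 30 results for named genes, 25 passed the threshold, and 870 of their 871 values under alternatives kept direction and side. The exception was Hist1h2aa between the knockouts with the letter B libraries only (-1.70, limma BH adjusted p = 0.0572, in a range of 1.08e-06 to 0.0572). Mirg between the knockouts (0.04) reversed to -0.05 without Dnmt1 KO 1A, -0.02 without Dnmt1 KO 2B, -0.03 without Dicer/Dnmt1 KO 2A and -0.05 without Dicer/Dnmt1 KO 2B, within a range of -0.05 to 0.16 over the 16 fits. Each is far within its SE of 0.59, which includes the WT spread, and within the SDs of the knockouts (0.27 and 0.31). The cause was not tested. Xlr3a between the knockouts passed at -0.70 and -0.95 under the 2 settings given above. A pseudocount of 1 RPM damps the spread of WT values near the floor, and a fit of only the 2 groups leaves WT out.

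The correlation between the knockouts (0.792) was set beside a simulation of the design of each alternative, added after the results had been seen. It lay past its own 95th percentile under 3 of 21 alternatives: 0.746 without a filter (95th percentile 0.700), 0.803 with the length trend removed (0.783) and 0.804 for Dnmt1 KO against WT numbers 3 and 4 with no shared control (0.675). The cause was not tested. The highest value, 0.825 with WT numbers 3 and 4 only, lay below its own 95th percentile of 0.883. In the 16 fits that left out 1 library, r was 0.780 to 0.802 and lay below each fit's own 95th percentile. Which side the correlation falls on also depends on the form of the simulation, so r over all genes does not settle how much is shared. It weighs no single gene: Rian stood at 1.38 ± 0.27 (SD, n = 8) in WT and at 6.37 ± 0.06 and 6.26 ± 0.15 (n = 4 each) in the knockouts, a shared rise far beyond the WT spread.

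List medians were followed for the 24 of 30 results with a fry adjusted p-value under 0.05, and these kept their sign except in 3 values. That of the interferon response list in Dicer/Dnmt1 KO against WT (-0.11) was 0.14 without a filter and 0.61 with the stricter filter, and that of the 2-cell-like list between the knockouts (-0.08) was 0.24 with the stricter filter. With the length trend removed the latter was 0.00, so it has no firm direction. The filters change which genes of these short lists are tested, which shows the cause. Counts in lists moved in 84 of 570 values under other alternatives, and in 11 of 480 when 1 library was left out; the latter are given beside their lists. The calls by fry changed for 8 of 30 results with A and B averaged, 4 with median centring, 4 with quantile normalization and 5 with the length trend removed. None of the 10 results that passed both fry and camera changed its fry call under these 4 settings.

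Depth limits the genes near the floor. At 0.0571 to 0.0954 RPM for 3 reads, the WT level of Mirg, Xlr3a, the Zscan4 genes and Usp9y is known only as low. The size of their change, and of that of the other Y-linked genes, depends on the pseudocount, as given above.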

Other observations

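Among the tests in this part, those on the X homologs, on the length trend of the miR-290 family targets and on their seed site were planned before their result was seen, and the others were chosen only after the result was seen. All patterns were found and tested on the same libraries, so the explanations left open are hypotheses.

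The changes between the knockouts rose with transcript length. Removing the trend from each library left 4836 called genes, which argues against the trend as the whole cause of the calls. A length bias that varies between libraries whatever their group, as from RNA quality or library preparation, stays open. The 4 libraries of each knockout separate completely (exact permutation p = 0.0286), but libraries of the same number lie close together in both knockouts, and with A and B averaged the exact p is 0.333, the smallest possible. A technical difference tied to the groups and an effect of Dicer1 loss on long transcripts are confounded here and were not tested apart.

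In the libraries labelled WT 4A and WT 4B, Dnmt1 was 1 of the values that set them apart: their mean was -1.92 log2 units from that of WT numbers 1 to 3, whose SD was 0.10. The difference was -1.62 with the length trend removed, which argues against that trend as the cause. RNA from Dnmt1 KO cells, or a Dnmt1 KO sample under a WT label, would need 83.1% of KO RNA. Over 26 genes at least 8-fold higher in Dnmt1 KO than in WT numbers 1 to 3, with at least 5 RPM in Dnmt1 KO, the median share in WT 4 was 1.57% (10th to 90th percentile -1.32% to 12.3%), and 0 of the 26 reached the needed share. The test covers only cells with the profile of these Dnmt1 KO libraries. The study describes an induced deletion of Dnmt1 followed over time, and cells early after such a deletion were not tested. Whether the lower level of Dnmt1 released genes stays open. The 722 genes at least 2-fold higher in Dnmt1 KO than in WT numbers 1 and 2 were higher in WT 4 than in WT 3 by a median of 0.194 with the length trend removed, where random lists matched on expression and length gave a median of -0.024. The observed median lay above 100% of 10000 such lists. This decides nothing, because the genes were chosen partly for low values in WT numbers 1 and 2, to which WT 3 is closer than WT 4 (SD of the log2 difference from WT 2A of 0.350 for WT 3A and 0.590 for WT 4B). What lowered Dnmt1 in these libraries is open. The labels give WT for them, so they stay in that group.

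Genes of the Y chromosome were far lower in WT than in both knockouts. The 8 Y genes with a mean of at least 10 reads per knockout library stood in WT at 0% to 13.2% of their knockout level. Depth argues the other way, since the WT libraries held 1.17 times the reads of the knockout libraries. Reads of the X homologs are argued against by a median change of 1.02-fold in these homologs. WT cells without a Y chromosome could give the median of 3.64%. RNA of male feeder fibroblasts in the knockout libraries stays open too. Dcn, a transcript abundant in many fibroblasts, had at most 19 reads in a knockout library, as in WT, and Lum at most 7, which speaks against a large share. No fibroblast library was available to give the level that a small share would need. Silencing in WT that loss of Dnmt1 releases is the other explanation left. Among 13971 autosomal genes read in the knockouts, 253 (1.81%) also had a WT level under 20% of the knockout level. A WT level this low is thus not limited to the Y chromosome, but the count does not show that silencing is its cause. These explanations cannot be told apart without DNA data of the same cells, because RNA alone does not show whether the chromosome is there. In the knockouts the Y genes reached only 0.265% to 5.33% of their X homologs, a low level that a small share of male cells would give as well. If WT and knockout cells differ in more than the named genes, both comparisons with WT carry that difference. The comparison between the knockouts can carry a difference of its own. The methods of the study describe Dicer lines made from the Dnmt1 line by CRISPR, grown as colonies of single cells and listed at a later passage. Clone and passage may thus differ between the knockouts as well. Labels and methods name different backgrounds, as given above, so such a difference cannot be ruled out.

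Fibroblast-like markers were higher in both knockouts, as their list shows. Dcn stood at 1.27 times its WT level in the knockouts, from 0.190 RPM in WT, while Col1a1 stood at 2.84 times and Tagln at 0.581 of it. RNA of a small share of feeder fibroblasts and a change in the ESCs themselves cannot be told apart. The folds depend on what the ESCs make of each marker, and no fibroblast library was available to give the levels a share would need.

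The miR-290 family targets were higher in Dicer/Dnmt1 KO than in Dnmt1 KO. With the length trend removed their median was 0.89, above 100% of 10000 random lists matched on expression and length, which argues against that trend. Loss of repression by these microRNAs may be the cause. It predicts that genes with the family's seed site in the 3' UTR rise as a set. The slope of a hexamer is the change with its presence. It was adjusted for the length and the G and C content of the 3' UTR, the length of the remaining transcript and mean expression. The search covered all 4096 hexamers over 11917 genes, of which 4039 have the seed site GCACTT. That site had rank 1 for higher values in Dicer/Dnmt1 KO against Dnmt1 KO, with a slope of 0.153 log2 units. It also had rank 1 against WT. In each library the slope of the site was measured: 0.087 ± 0.011 (SD, n = 4) in Dicer/Dnmt1 KO, -0.066 ± 0.006 (n = 4) in Dnmt1 KO and -0.021 ± 0.009 (n = 8) in WT. The exact permutation p between the knockouts was 0.0286, the smallest this design allows, and 0.333 with A and B averaged, again the smallest possible.

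In Dnmt1 KO against WT the same site ranked 4093 of 4096, near the opposite end, with a slope of -0.045 and an exact permutation p of 0.00202 over the libraries (BH adjusted over 3 comparisons 0.00303). With A and B averaged the exact p was 0.0667, the smallest possible with 2 and 4 values, so this difference does not pass there. The unadjusted median change was 0.06 for genes with the site and 0.03 for genes without it. These medians lack the adjustment of the slope, so the 2 measures need not have the same direction. The slope was noticed after the ranks had been seen. No technical or biological explanation of it was tested.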
